A study of Mus musculus with 6 samples. Its data were reported in "ARMC5 controls the degradation of most Pol II subunits, and ARMC5 mutation increases neural tube defect risks in mice and humans" (2024).

How the data were processed

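POLR2A ChIP-seq was carried out on WT and Armc5 KO mouse NPCs in 3 biological replicate pairs. Per the labels and the study's methods, neurospheres from embryonic day 13.5 ganglionic eminences were fixed with 1% formaldehyde, the chromatin was sonicated, and equal amounts of chromatin were precipitated with an antibody to the N-terminal domain of POLR2A. No spike-in chromatin and no input library was used here. The submitters' processing notes name bcl2fastq 2.20, Trimmomatic, BWA, Picard, MACS2, HOMER, edgeR and limma, and the genome build GRCm38 (mm10), without versions for the others. The gene annotation behind the regions is not given in the sources used here.

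The authors counted reads with HOMER in the promoter (from 400 bases upstream to 100 downstream of the TSS), the gene body (from 100 bases downstream of the TSS to 100 upstream of the TES) and the TES region (from 100 bases upstream to 2000 downstream of the TES). They deposited whole-number read counts per gene and region, without normalization, for 12107 genes. Genes without signal in KO cells had been removed by the authors before deposit, which can remove genes that fell to nothing in KO and none that fell to nothing in WT. They also deposited log2 CPM made from these counts with the TMM scaling of edgeR and the voom function of limma. The counts were the values tested here, and the deposited log2 values served as an alternative. Sums over the regions ranged from 14528870 to 25199455 reads per library, and the typical SE of a log2 fold change was 0.17 for promoters, 0.09 for gene bodies and 0.20 for TES regions. Intervals from counts cover counting error only, since PCR copies are not independent molecules.

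Groups and replicate numbers were taken from the sample titles. Same-numbered WT and KO libraries deviated together from their group means (correlation 0.70, 0.66 and 0.61 for promoters of pairs 1, 2 and 3, 0.87, 0.73 and 0.82 for gene bodies, 0.75, 0.56 and 0.66 for TES regions), and the study's methods describe replicate pairs, so the pair was kept as a block. No 2 libraries of a group were copies of each other (chi-square per degree of freedom from 28.5 to 76.5).

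All 36321 gene regions were scaled together with TMM and tested in a single limma-voom fit with the replicate pair as a block and genotype as the effect, two-sided, with Benjamini-Hochberg adjustment over all 36321 regions and a call at an adjusted p under 0.1. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Levels are given as TMM-scaled CPM, mean ± SD of 3 libraries, and log2 fold changes as estimate ± SE. The pausing index was the log2 ratio of promoter to gene body counts with 0.5 added to each, for genes with a mean of at least 10 counts in both, tested with limma under the same block, with a trend of the spread on the mean and a call at an adjusted p under 0.1. The design did not say on which mean. The fit with the trend on the mean promoter count was computed first, and the default of limma, the trend on the mean of the log2 ratio, was taken as the reported fit only after both counts had been seen, as the plain reading of the design. Library medians of the index were taken per base, over genes with a length of at least 1000 bases.

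Gene lists were tested per region with camera at a preset correlation of 0.01, with adjustment over the 63 tests of the 21 lists that had at least 3 measured members and a call at an adjusted p under 0.05. Beside it stand camera with an estimated correlation and fry, which tests whether a list's genes move, on balance, in 1 direction and does not compare them with other genes. The lists were ARMC5 ligase, Pol II subunits, Pol II pausing and elongation factors, immediate early genes, p53 targets, cell cycle genes, apoptosis genes, neural stem cell, neuronal, astrocyte, oligodendrocyte lineage, microglia and blood cell, endothelial and mural, and mesenchymal markers, neural tube closure genes, folate and one-carbon genes, integrated stress and unfolded protein response, heat shock genes, interferon response genes, genes the study picked, reference genes, replication-dependent histone genes and ribosomal protein genes. A count adjusted over the list alone used a threshold of 0.1. The design, the lists, the rule for named genes and most alternatives were fixed before the data were examined, but after the study's paper had been read.

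The named genes were, of the called regions with 1 sign in all 3 pairs, the 15 promoters and gene bodies and the 5 TES regions with the smallest p, the 5 with the smallest p among those lower in KO, the 5 smallest p of the pausing test, up to 4 members per list that passed adjusted over the list alone or otherwise the 2 with the smallest p, of which the text prints a part, and a fixed set made of Armc5, the Pol II subunits, the genes the study named and its reference genes, of which 1 is not reported here. Positions come from the GENCODE vM21 annotation of GRCm38, with RefSeq symbols for genes not found there, and 12102 of the 12107 symbols had a single position (99.96%). The annotation is not known to be the one the authors used, so overlaps are approximate.

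The fits were tested on simulated counts with the means and library sizes of the real data. limma-voom recovered 73% of 100 regions changed 2-fold and 44% of 100 changed 1.5-fold, with 21 false calls among 138, and edgeR recovered 77% and 43%, with 20 false calls among 140. The pausing test recovered 36.2% of genes changed 2-fold, with 10 false calls, and the list test called the list that had been raised and 0 others. In the real data, other splits of the 6 libraries into 3 and 3 called 13 to 17 lists. The 0 false list calls in the simulation therefore give no assurance for the real lists.

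Alternatives were a fit without the block, edgeR's quasi-likelihood test, DESeq2, other scalings (DESeq2 size factors, total counts only, TMM within each region, TMM on the gene bodies of lowest signal), the deposited log2 values, the filter of edgeR at a minimum count of 10, a threshold of 0.05, adjustment within each region, and leaving out each pair and each library. For pausing they were another pseudocount of 5, a mean of 30 counts, no filter and a wider gene body. Matched lists were drawn 10000 times from the 50 genes nearest in length and signal to each member.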

Results

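Occupancy of chromatin by RNA polymerase II (Pol II) was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) with an antibody to the N-terminal domain of POLR2A, also named RPB1, the largest subunit of the enzyme. The cells were mouse neural precursor cells (NPCs), grown as neurospheres from the ganglionic eminences of e13.5 fetuses. There were 3 wild-type (WT) libraries and 3 Armc5 knockout (KO) libraries, numbered as replicate pairs 1 to 3, and every comparison is KO against WT. Reads had been counted in 3 regions of each of 12107 genes. These were the promoter, around the transcription start site (TSS), the gene body, and the TES region at and downstream of the transcription end site (TES). Total counts over the 3 regions were 18863084, 23808344 and 14528870 in WT replicates 1 to 3, and 25199455, 19748346 and 16056262 in the KO replicates. Promoters took 9.38% ± 2.90 of the counts in WT and 10.0% ± 2.79 in KO (SD, n = 3 each, two-sided exact permutation p = 0.6, where 0.1 is the smallest p that 3 against 3 libraries can give). The shares of gene bodies (83.8% ± 3.80 in WT and 83.4% ± 3.50 in KO) and of TES regions (6.83% ± 1.06 and 6.61% ± 0.786) had an exact p = 0.8 each, and the totals an exact p = 0.7. After adjustment over these measures and the promoter share without genes that took a large part of the reads, each adjusted p was 1. The third pair had the lowest promoter shares, 6.04% in WT and 6.88% in KO. The repeat-like gene Gm10800 alone held between 1.71% and 31.4% of promoter counts per library. Counts were scaled to the libraries themselves, so a change of Pol II shared by all genes would not be visible. Signal from the Y chromosome was nearly missing from WT replicate 3, at 0.619 CPM (counts relative to the library total) against 124 to 234 in the other 5 libraries.

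ARMC5 is the substrate-recognition part of a ubiquitin ligase that targets POLR2A, and the knockout removes it. The Armc5 gene was not analysed here, so the genotype was not checked on its own counts. Its upstream neighbour 9130023H24Rik lost promoter signal in the KO cells, with 388, 414 and 290 reads in the WT libraries against 0, 31 and 23 in the KO libraries. The fitted log2 fold change was -4.43 ± 0.66 (SE, limma adjusted p = 0.0419, lower in KO in 3 of 3 pairs). The gene body signal fell too, from 8.97 ± 2.02 to 2.67 ± 1.75 CPM (log2 fold change -1.98 ± 0.36, limma adjusted p = 0.0874). 9130023H24Rik lies on the minus strand of chromosome 7 at 128234458 to 128238031 (GRCm38). Armc5 begins on the plus strand at 128237342, so the genes overlap at their 5' ends. The promoter window, 128237931 to 128238431, lies wholly within Armc5. The reads counted there therefore cannot be assigned to 1 of the 2 genes. The gene body window, 128234558 to 128237931, lies within Armc5 from 128237342 onward. Its reads in that part cannot be assigned to 1 gene either, and how much of the gene body fall they hold was not tested. The 0 promoter reads of KO replicate 1 allow up to 3.69 (95% Poisson limit), which covers counting error only. The fitted promoter fold depends on the small offset added to that 0.

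**Figure D1:**
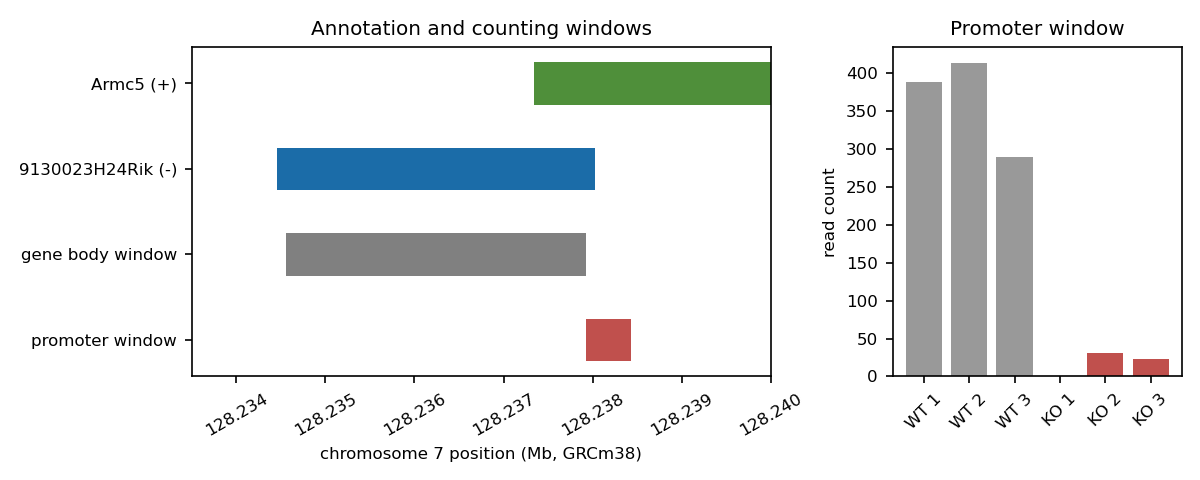
Left, positions on chromosome 7 (Mb, GRCm38) of Armc5 (cropped at the right edge), 9130023H24Rik and the windows in which reads of the latter were counted. Right, the read count of its promoter window in each library (grey, WT; red, KO), which lies between 290 and 414 in the WT libraries and between 0 and 31 in the KO libraries.

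Gene bodies report on elongating Pol II, and the question was which genes carry more or less of it without ARMC5. Signal rose in 21 gene bodies and fell in 4 of 12107 tested. The steepest rise was in Hist2h2aa2, which encodes a core histone H2A, with 1.47, 3.52 and 4.39 TMM-scaled CPM in WT replicates 1 to 3 and 3.13, 22.4 and 21.5 CPM in the KO replicates (log2 fold change 2.29 ± 0.22, SE, limma adjusted p = 0.00402). Other gene bodies that rose were Arc, which encodes a synaptic immediate early protein (13.0 ± 2.43 to 26.7 ± 6.92 CPM, mean ± SD of 3 libraries, log2 fold change 1.01 ± 0.12, adjusted p = 0.0172), and Gadd45b, which encodes a regulator of growth arrest (7.70 ± 3.39 to 17.2 ± 3.49, 1.17 ± 0.15, adjusted p = 0.0336). Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, rose from 42.5 ± 3.55 to 61.0 ± 6.64 CPM (0.52 ± 0.07, adjusted p = 0.0395). The GTPase gene Rhob (0.62 ± 0.09) and the linker histone gene Hist1h1a (1.24 ± 0.18) rose at the same adjusted p, as did Baiap2 (0.49 ± 0.07), which encodes a scaffold of the actin cytoskeleton, and Dgat2 (0.70 ± 0.10), which encodes an enzyme of triglyceride synthesis. The protocadherin gene Pcdh8 (log2 fold change 1.18 ± 0.18) and the neurofilament gene Nefm (0.63 ± 0.10) rose with adjusted p = 0.052 each. The splicing factor gene Srsf7 (0.52 ± 0.08, adjusted p = 0.064), the AP-1 transcription factor gene Jund (0.56 ± 0.09, 0.073), the phosphate transporter gene Slc20a1 (0.51 ± 0.08, 0.0763), Klf4, which encodes a pluripotency factor (0.88 ± 0.15, 0.0825), and the transcription factor gene Mafa (1.28 ± 0.23, 0.0874) rose as well. Mafa was called by only 2 of 7 other tools, scalings and values.

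Of the 4 gene bodies that fell, 1 was 9130023H24Rik. Ttyh1, which encodes a membrane protein of the tweety family, fell from 112 ± 64.7 to 79.6 ± 44.2 CPM (log2 fold change -0.49 ± 0.09, limma adjusted p = 0.0874). Adcyap1r1, the receptor gene for the neuropeptide PACAP, fell from 205 ± 88.0 to 155 ± 54.6 (-0.40 ± 0.07, adjusted p = 0.0874). These 3 falls were less stable than that of Tex14, which was called by all 7 other tools, scalings and values, against 3 of 7 for Ttyh1 and 2 of 7 each for Adcyap1r1 and 9130023H24Rik. The gene body of Tex14 (chromosome 11, 87405065 to 87555823), a gene known for intercellular bridges of germ cells, fell from 514 ± 134 to 306 ± 34.1 CPM (-0.73 ± 0.08, adjusted p = 0.00486). That region also holds 8 annotation records of small nucleolar RNA genes, under the names Rnu3b1 to Rnu3b4, each listed more than once. It holds 3 small nuclear RNA genes as well. The promoter window of Tex14 held only 1.77 to 5.43 CPM in the 6 libraries, so the reads cannot be assigned to Tex14 itself. Of the other genes named, Hist2h2aa2, Pcdh8, Jund and Ttyh1 overlap antisense transcripts, Cdkn1a and Slc20a1 overlap other transcripts of the opposite strand, and the Nefm region takes in Nefl, another neurofilament gene. Near-identical histone genes can share reads, which makes the value of any single histone gene uncertain.

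At promoters, where initiating and paused Pol II collects, signal rose in 20 of 12107 genes and fell only at 9130023H24Rik. Taf4b, which encodes a subunit of the general transcription factor TFIID, rose from 10.8 ± 7.44 to 19.2 ± 14.3 CPM (log2 fold change 0.83 ± 0.12, limma adjusted p = 0.0395). Arrdc2, which encodes an arrestin-domain protein, rose from 2.85 ± 1.05 to 8.63 ± 2.92 (2.83-fold, adjusted p = 0.0395). Smaller adjusted support (0.0598 to 0.0874) was found for Dzip3, which encodes a ubiquitin ligase (0.99 ± 0.16), the mitochondrial protein gene Chchd2 (1.13 ± 0.18), Rrp1b, whose product acts in ribosomal RNA processing (1.36 ± 0.22), and Rdm1, which encodes a protein with a RAD52 motif (1.01 ± 0.17). In the same range were the Rab11 effector gene Rab11fip3 (0.68 ± 0.11), Vmac (1.21 ± 0.21), the TFIIIC subunit gene Gtf3c6 (0.69 ± 0.12), the ubiquitin ligase gene Hectd4 (0.74 ± 0.13), the X-linked actin-binding protein gene Tmsb4x (0.99 ± 0.17), Mphosph9 (0.79 ± 0.14), Tmco6 (0.82 ± 0.15) and the repeat-like Gm10719 (3.97 ± 0.71), which had only 5, 1 and 2 reads in the WT libraries. Taf4b, Arrdc2, Dzip3 and Chchd2 were called by all 7 other tools, scalings and values. Rab11fip3 and Hectd4 were called by only 2 of 7, and Tmsb4x and Gm10719 by 3 of 7. The promoter window of Chchd2 overlaps a gene on the same strand, Phkg1, that of Gm10719 overlaps Gm10720 on the same and Gm26870 on the opposite strand, and those of Dzip3, Rrp1b, Vmac, Mphosph9 and Gtf3c6 overlap a gene on the opposite strand, in the last case a U3 small nucleolar RNA gene. In the TES regions 3 genes rose and none fell, although of the 756 TES regions at an unadjusted p under 0.05 only 170 were higher and 586 lower in KO. They were Slx1b, which encodes the catalytic subunit of a structure-specific endonuclease (log2 fold change 1.07 ± 0.15, adjusted p = 0.0395), the histone H3 gene Hist1h3a (0.59 ± 0.10, 0.0858), whose window includes the histone gene Hist1h4a, and Armh1 (1.26 ± 0.23, 0.0874). The windows of Slx1b and Armh1 also overlap a transcript on the same strand, Gm6939 and 1700012C08Rik.

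**Figure D2:**
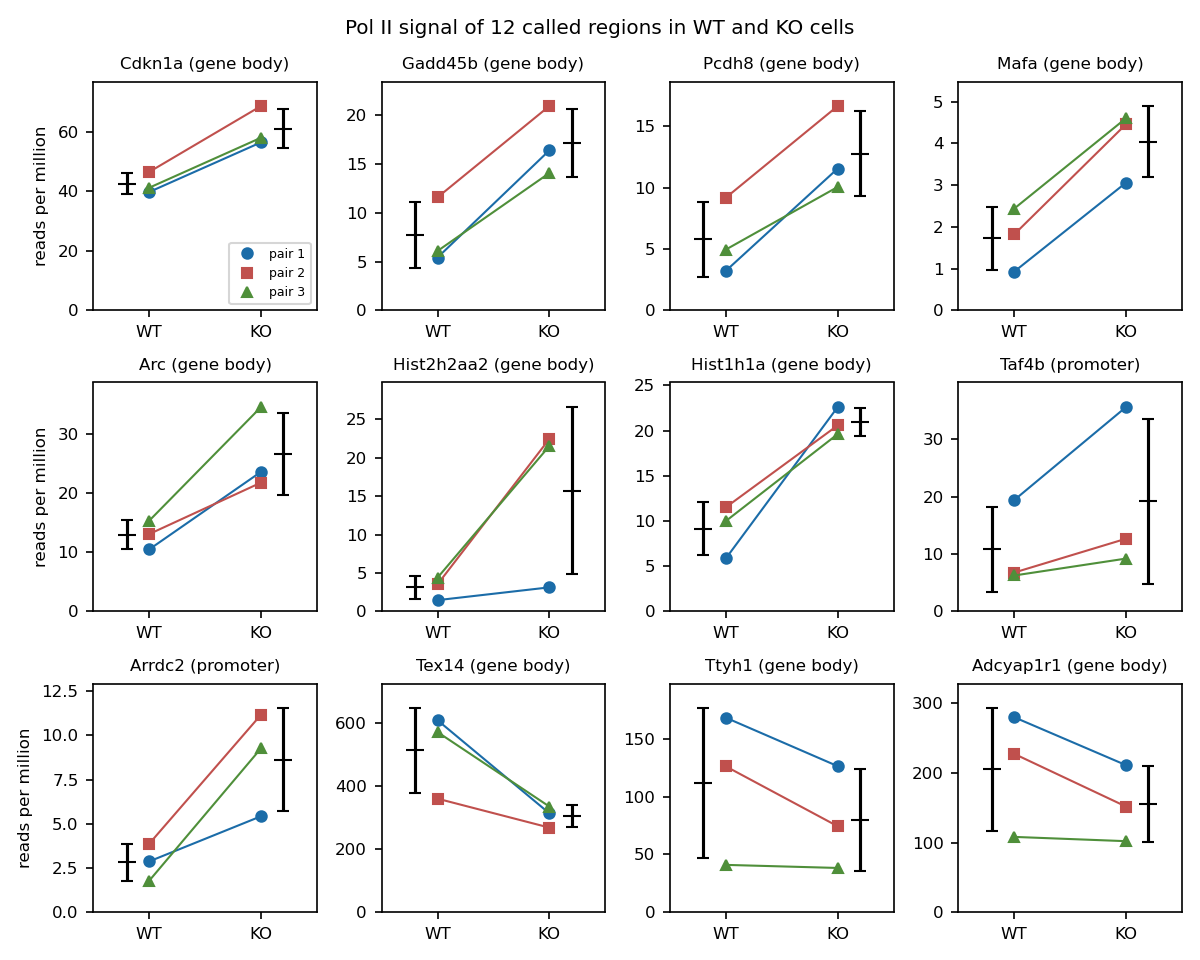
Pol II signal (TMM-scaled CPM) of 12 called regions in the WT and KO library of each replicate pair (points joined by a line), with the mean and SD of 3 libraries per group beside them. In all 12 regions the 3 pairs moved in 1 direction, upward in 9 regions and downward for Tex14, Ttyh1 and Adcyap1r1.

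Over the 3 regions together, limma-voom with the replicate pair as a block called 49 regions of 47 genes at an adjusted p under 0.1, 44 higher and 5 lower in KO, and every called region had its sign in all 3 pairs. At an unadjusted p under 0.05 there were 1205 promoters (914 higher, 291 lower), 1018 gene bodies (583 higher, 435 lower) and 756 TES regions (170 higher, 586 lower). edgeR's quasi-likelihood test called 51 regions, of which 44 were among the 49, and DESeq2 called 59, of which 35 were, having given no adjusted p to 12680 regions, 7702 of them TES regions. The median log2 fold change was 0.03 for promoters, -0.01 for gene bodies and -0.08 for TES regions. With scaling on the gene bodies of lowest signal, 22 regions were called, 16 higher and 6 lower, so that 72.7% were higher against 89.8% in the reported fit. Without the block by replicate pair, limma called 0 regions (65 promoters, 35 gene bodies and 27 TES regions at an unadjusted p under 0.05). Leaving out pair 2 left 11 calls (7 higher, 4 lower), 5 of them among the 49. Leaving out pair 1 gave 382 (288 higher, 94 lower) and pair 3 298 (226 higher, 72 lower), all 49 included, and without pair 3 the TES calls were 17 higher and 27 lower. Leaving out WT replicate 2 alone gave 51 calls (36 higher, 15 lower) with 15 of the 49, and KO replicate 2 alone 143 (88 higher, 55 lower) with 28 of the 49. In the latter case gene bodies were nearly balanced, 52 higher and 49 lower. With the block a library whose partner is left out carries no weight in the genotype effect, so the fold changes of these fits largely repeat those without the pair. Leaving out any other single library kept all 49 among 312 to 546 calls, of which 72.2% to 74.0% were higher. Without X- and Y-linked genes 125 regions were called, 48 of them among the 49.

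The KO was reported to hold more Pol II protein, which made the genes for its subunits a question of their own. None of the 12 subunit genes was called in its gene body. Polr2a had a gene body log2 fold change of -0.08 ± 0.06 (limma adjusted p = 0.781), a promoter value of -0.29 ± 0.08 (adjusted p = 0.331) and a TES value of -0.28 ± 0.18 (adjusted p = 0.723). Adjusted over the list alone, the Polr2a promoter was the 1 subunit promoter that was lower, and 1 other was higher. The paper reported lower Polr2a mRNA in KO than in WT NPCs by RT-qPCR. Gene body values of the other subunit genes were 0.02 for Polr2b, -0.09 for Polr2c, 0.25 for Polr2d, 0.10 for Polr2e, -0.06 for Polr2f, 0.04 for Polr2g, 0.15 for Polr2h, 0.10 for Polr2i, 0.12 for Polr2j, 0.29 for Polr2k and -0.06 for Polr2l, and 0 passed adjusted over the list alone. Genes used as unchanged references had gene body values of 0.22 for Gapdh, 0.30 for Rplp0 and 0.12 for Rpl10. The precursor markers Sox2 (-0.05) and Nes (0.19) were not called either. The 7 genes that the study picked from these libraries, Cdkn1a, Gadd45b, Mafa, Pcdh8, Tex14, Ttyh1 and Adcyap1r1, were all called in the gene body, 4 higher and 3 lower, also adjusted over the list alone, which is not independent evidence. As a list they were called at promoters (camera adjusted p = 0.000381, median log2 fold change 0.28), with adjusted p = 0.66 with an estimated correlation. Since the genes were picked from these same libraries, this list call is not independent evidence either.

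Histone genes of the replication-dependent class were the group with the highest median in gene bodies. Of 36 measured members 35 had a log2 fold change above 0 and the median was 0.58 (camera adjusted p = 2.33e-27, and adjusted p = 0.66 with an estimated correlation). 4 members rose over all tested regions and 31 adjusted over the list alone. The 4 were Hist2h2aa2, Hist1h1a, the histone H4 gene Hist1h4c (0.81 ± 0.14, limma adjusted p = 0.0825) and Hist1h3a (1.17 ± 0.20, 0.0825). The member below 0 was Hist2h2aa1, the near-identical copy of Hist2h2aa2, whose gene body had 1 read over the 6 libraries (-0.69 ± 0.96). The median of the list was 1.22 in pair 1, 0.14 in pair 2 and 0.51 in pair 3. The histone list was also called at promoters (median 0.13, adjusted p = 0.000619, and 0.79 with an estimated correlation), where Hist1h4a rose (0.66 ± 0.12, limma adjusted p = 0.093), and in TES regions (median 0.24, adjusted p = 5.75e-21, and 0.66 with an estimated correlation). The promoter call rested on pair 1, with pair medians of 0.61, -0.10 and -0.02, and without pair 1 the test pointed down (adjusted p = 0.267). In TES regions the pair medians were 0.52, -0.01 and 0.45. On chromosome 13 the promoter window of Hist1h4a, 23761130 to 23761630, lies within the TES window of Hist1h3a, 23759853 to 23761953. These called regions share reads, so the histone calls at promoters and in TES regions are not fully separate.

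Immediate early genes, which respond to growth factors and stress within minutes, had a median gene body log2 fold change of 0.36 over 38 members, 35 of them above 0 (camera adjusted p = 5.91e-24, and adjusted p = 0.66 with an estimated correlation). 7 members rose over all tested regions and 25 adjusted over the list alone, among them Arc, Gadd45b, Rhob and Jund. Pair medians were 0.39, 0.25 and 0.58. In TES regions the list was called with a median of only 0.01 (adjusted p = 0.00745, and 0.66 with an estimated correlation), and that median turned to -0.04 with scaling on the gene bodies of lowest signal. Targets of p53, the transcription factor of the DNA damage response, had a median of 0.11 over 27 gene bodies (camera adjusted p = 1.01e-05, and adjusted p = 0.66 with an estimated correlation). 1 member, Cdkn1a, rose over all tested regions and 4 adjusted over the list alone, with values of 0.45 ± 0.09 for the kinase gene Plk2, 0.46 ± 0.12 for Phlda3 and 0.27 ± 0.09 for Sesn2. The histone, immediate early and p53 lists share genes with those the study reported from these libraries, so their direction is not independent evidence.

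Cell cycle genes had a median gene body value of 0.24 over 33 members (camera adjusted p = 1.90e-12, and adjusted p = 0.69 with an estimated correlation), with 0 members called by limma over all regions and 4 adjusted over the list alone. Values were 0.62 ± 0.16 for Rrm2, a subunit gene of ribonucleotide reductase, 0.29 ± 0.08 and 0.23 ± 0.06 for the cyclin genes Ccnd2 and Ccnd1, and 0.31 ± 0.10 for Mcm6, which encodes a part of the replicative helicase. The pair medians were 0.71, -0.01 and 0.07, and without pair 1 the list was no longer called in any region. It was also called at promoters (median 0.25, adjusted p = 0.000135, and 0.78 with an estimated correlation) and in TES regions (median 0.17, adjusted p = 2.07e-12, and 0.66 with an estimated correlation). Heat shock genes, which encode chaperones, had a median of 0.20 over 12 gene bodies (adjusted p = 7.37e-05), with 1.03 ± 0.21 for Hspa1b and 1.08 ± 0.26 for its near-identical copy Hspa1a. Genes of the integrated stress and unfolded protein responses had a median of 0.14 over 20 gene bodies (adjusted p = 7.37e-05), with 0.50 ± 0.12 for Ppp1r15a, which encodes a phosphatase regulator. None of these members was called over all regions, and 6 heat shock and 5 stress response genes passed adjusted over the list alone. Both lists were also called at promoters (medians 0.25 and 0.24, adjusted p = 0.00941 and 0.000619), and each of these 4 calls had adjusted p = 0.66 with an estimated correlation. Ribosomal protein genes had a median of 0.10 over 77 gene bodies (adjusted p = 4.91e-09, and adjusted p = 0.66 with an estimated correlation), with 6 genes passing adjusted over the list alone, such as Rplp1 (0.65 ± 0.12), and 0 called by limma over all regions. The 8 reference genes had a median of 0.10 (adjusted p = 0.00162, and adjusted p = 0.66 with an estimated correlation), with 0 called by limma over all regions and 3 passing adjusted over the list alone, among them Ppia (0.25 ± 0.07), which encodes a prolyl isomerase.

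**Figure D3:**
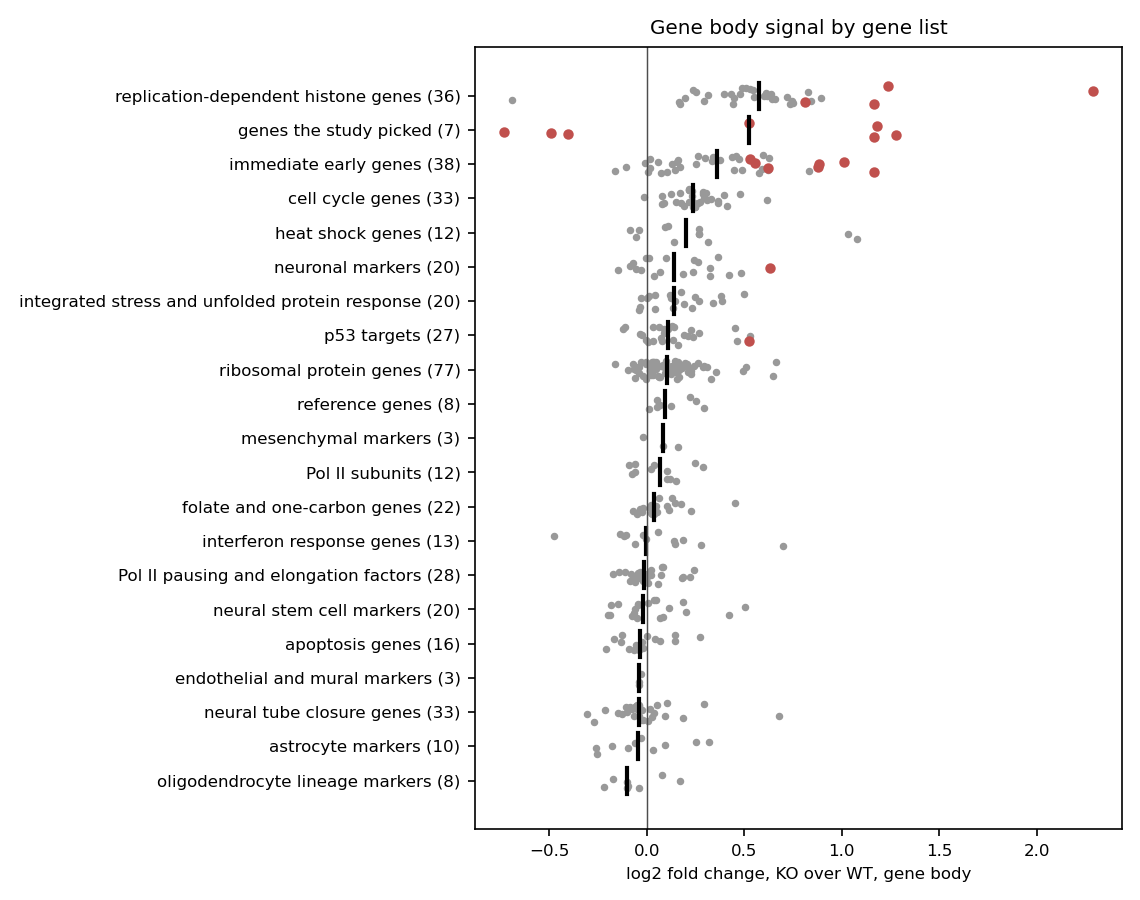
Gene body log2 fold change (KO over WT) of every measured member of the 21 tested gene lists, with the number of members in brackets. Each point is a gene, red where its adjusted p over all regions is under 0.1, and black bars are list medians, from 0.58 for histone genes to -0.10 for oligodendrocyte lineage markers.

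Among marker genes of cell types, neuronal markers had a median of 0.14 over 20 gene bodies (camera adjusted p = 0.000647, and adjusted p = 0.66 with an estimated correlation), with Nefm called and 6 higher and 1 lower adjusted over the list alone, among them the RNA-binding protein gene Elavl3 (0.32 ± 0.07) and the intermediate filament gene Ina (0.42 ± 0.11). They were called at promoters as well (median 0.30, adjusted p = 0.00375, and 0.66 with an estimated correlation), but not without the block by pair (adjusted p = 0.413). The neural stem cell list was called down in TES regions, with a median of -0.15 over 20 genes, 6 of them above 0 (adjusted p = 0.0398, and adjusted p = 0.66 with an estimated correlation). Over all regions limma called 0 of its members, and 5 were lower adjusted over the list alone, among them the Notch target gene Hes5 (-0.42 ± 0.10) and the transcription factor gene Sox9 (-0.49 ± 0.15), and this call too was lost without the block (adjusted p = 0.845). All TES regions together had a median of -0.08, and the TES medians of lists that were not called lay as low, at -0.25 for Pol II subunits, -0.20 for astrocyte markers, -0.17 for neural tube closure genes and -0.15 for oligodendrocyte lineage markers. The gene body median of the stem cell markers was -0.02 and was not called (3 higher and 4 lower adjusted over the list alone), with a mean of 0.03. Gene body medians of other cell type lists, none of them called, were -0.04 for astrocyte markers (10 genes), -0.10 for oligodendrocyte lineage markers (8 genes), -0.04 for endothelial and mural markers (3 genes) and 0.08 for mesenchymal markers (3 genes). Neural tube closure genes, relevant to the defects of the KO mice, had a median of -0.04 over 33 genes and were not called (adjusted p = 0.208). 2 of them were higher and 2 lower adjusted over the list alone, with 0.68 ± 0.14 for the transcriptional co-regulator gene Cited2 and -0.27 ± 0.07 for the planar polarity gene Celsr1. Folate and one-carbon genes (median 0.04, 22 genes, adjusted p = 0.0508) were not called, and 1 passed adjusted over the list alone, Mat2a (0.45 ± 0.09), which encodes a methionine adenosyltransferase. Pol II pausing and elongation factors (median -0.01, mean 0.01, 28 genes) and apoptosis genes (median -0.03, 16 genes) were not called, with 0 passing adjusted over the list alone. Pol II subunits were not called in any region, with medians of 0.07 in gene bodies, 0.05 at promoters (1 higher and 1 lower adjusted over the list alone) and -0.25 in TES regions, where 2 of 12 members lay above 0 (adjusted p = 0.0747). Interferon response genes had a gene body median of 0.00 while the test pointed up (adjusted p = 0.445), and 1 of 13 passed adjusted over the list alone, Irf8 (0.70 ± 0.15), which encodes an interferon regulatory factor. At promoters their median was 0.43, the highest of the 21 lists, but they were not called (adjusted p = 0.137), with 9 of 13 above 0, 2 passing adjusted over the list alone, and pair medians of 0.88, 0.05 and -0.20. ARMC5 ligase genes (2 measured) and microglia and blood cell markers (1 measured) were too few to test. Leaving out pair 2 ended the calls of the neuronal list in both regions and of the neural stem cell list in TES regions. It added calls down for Pol II subunits in TES regions (adjusted p = 0.0478) and up for immediate early (0.0103) and interferon response genes (0.0181) at promoters and for folate genes in gene bodies (0.045), the last also called with total counts only (0.0439). Leaving out pair 1 added calls down for astrocyte markers in gene bodies (0.0187) and TES regions (0.00329), and up for apoptosis genes in TES regions (0.0459) and ribosomal protein genes at promoters (0.00197) and in TES regions (1.14e-14). Leaving out pair 3 added p53 targets at promoters (0.0135). Leaving out the block added calls up for ribosomal protein genes at promoters (0.0238) and in TES regions (1.30e-05), and for the genes the study picked in gene bodies (2.05e-05) and TES regions (0.0132). Without pair 1 the calls of the histone list and of the genes the study picked were lost at promoters, and without pair 3 those of heat shock genes at promoters, reference genes in gene bodies and immediate early genes in TES regions. In all, 19 of 63 tests of 21 lists were called with a preset correlation, 18 up and 1 down. With an estimated correlation camera called 0, the smallest adjusted p being 0.661, and fry called 0, the smallest being 0.431. The loss cannot be put down to correlation between genes alone. Stress response genes at promoters had an estimated correlation of -0.052, below the preset 0.01. Their unadjusted camera p still rose from 0.000128 to 0.0527. Most other called lists had an estimated correlation above 0.01. The fit leaves only 2 residual degrees of freedom, and their part in the loss was not tested.

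The pausing index, the ratio of promoter to gene body signal of a gene, was compared to ask whether Pol II collects near the TSS in KO cells. The median log2 pausing index per base over 12036 genes was 2.77 ± 0.56 in WT and 2.78 ± 0.62 in KO (SD, n = 3, two-sided exact permutation p = 0.9). Gene by gene, limma called 4 of 12096 genes, 3 with a higher and 1 with a lower index in KO, and 1295 had an unadjusted p under 0.05. The index rose for Coa3, which encodes an assembly factor of cytochrome oxidase (log2 change 1.53 ± 0.18, adjusted p = 0.0642), Gm3727 (1.34 ± 0.19, 0.0861) and Qsox2, which encodes a sulfhydryl oxidase (1.48 ± 0.21, 0.0969). It fell for the repeat-like Gm10720 (-1.79 ± 0.25, 0.0861), and Rdm1 followed at 1.18 ± 0.18 (adjusted p = 0.108). The mean promoter counts behind the 3 rises were 42.8, 13.3 and 47.3 reads, which is little. The number of calls depended on how the spread was pooled over genes. With the spread modelled on the mean promoter count 227 genes were called (136 higher, 91 lower), 3 of the 4 among them, and with each gene's own spread alone 0 were called (791 at an unadjusted p under 0.05). Without the block by pair limma called 0 (29 at an unadjusted p under 0.05), and without pair 1, 2 or 3 it called 371, 121 and 12.

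Gene length was examined because long genes hold a polymerase for longer. Across genes, which are not independent, the gene body log2 fold change had a Spearman's rho of -0.30 with gene length over 12102 genes (-0.22, -0.05 and -0.34 in pairs 1, 2 and 3). In 4 equal groups of genes from short to long the medians were 0.06, 0.00, -0.02 and -0.04. Among 10000 lists of genes matched on length and signal, the histone list median of 0.58 exceeded the highest value, 0.30, although the matched genes were longer (median 1463 bases against 797). The immediate early list median of 0.36 exceeded the highest of its matched lists, 0.17, as did those of cell cycle genes (0.24 against 0.13) and p53 targets (0.107 against 0.104), and the ribosomal protein list median of 0.10 stood at the 88.8th percentile.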

Values the study reported

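The study reported discernible ChIP-seq signal for 12,107 genes. At a false discovery rate under 0.1 it listed 59 genes with differential Pol II density between KO and WT cells, of which 23 were in the TSS region, 33 in the gene body and 3 in the TES region. Of the 59 genes, 56 had increased density in the KO cells, and the exceptions were Tex14, Ttyh1 and Adcyap1r1. It reported no significant difference in pausing indices between KO and WT cells.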

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

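Alternatives were fixed before the results were seen, with these exceptions. Leaving out genes with a large share of the reads and leaving out X- and Y-linked genes were chosen afterwards. So was the pausing test with each gene's own spread. The pausing fit with the trend on the mean promoter count was computed first. The reported pausing fit was taken in its place only after both counts had been seen. Counts are given for promoters, gene bodies and TES regions in that order, against 21, 25 and 3 regions called. Without the replicate block limma called 0, 0 and 0 (65, 35 and 27 at an unadjusted p under 0.05, while edgeR with the block called 19, 29 and 3). DESeq2 called 16, 38 and 5, DESeq2 size factors gave 26, 31 and 5, total counts only 6, 13 and 1, TMM within each region 44, 12 and 18, and TMM on the gene bodies of lowest signal 6, 14 and 2. The deposited log2 values gave 12, 19 and 2, a threshold of 0.05 gave 3, 9 and 1, and adjustment within each region 26, 53 and 0 (756 TES regions at an unadjusted p under 0.05). Without genes of a large share there were 25, 34 and 5 calls, and without X- and Y-linked genes 53, 59 and 13. Leaving out a pair or a library gave 2 to 356 promoters, 6 to 152 gene bodies and 3 to 59 TES regions. By name, 382, 11 and 298 regions were called without pairs 1, 2 and 3, 545, 51 and 312 without WT replicates 1, 2 and 3, and 546, 143 and 312 without KO replicates 1, 2 and 3. The spread is pooled over genes with a total of 13.1 degrees of freedom in the reported fit, 26.2, 10.4 and 33.1 without pairs 1, 2 and 3, and 15.6 without X- and Y-linked genes, and how far this moved the counts was not tested. In all, 14 of the 49 regions were called by all 7 other tools, scalings and values, 5 in all 9 fits with a pair or library left out (not 9 separate checks, since with the block the fold changes without a library largely repeat those without its pair), and 3 in both sets (the gene bodies of Arc, Gadd45b and Tex14). For pausing, against 4 genes, a gene body that included the TES region gave 7, a pseudocount of 5 gave 8, a mean of 30 counts 68, no block 0 (29 at an unadjusted p under 0.05), the trend on the mean promoter count 227, each gene's own spread 0 (791 at an unadjusted p under 0.05), and leaving out a pair 12 to 371. The KO minus WT difference of the median log2 pausing index was 0.015 and ranged from -0.023 (without pair 1) to 0.051. The difference in promoter share was 0.641 percentage points and ranged from -1.03 (without WT replicate 3) to 2.21, and was -0.453 without KO replicate 1. With an estimated correlation 0 of 19 list calls were left, 17 were left without the block (of 21 called), and 17 to 20 lists were called without a pair. The correlation with gene length stayed between -0.36 and -0.19. Signs of the called regions of named genes held in every alternative that gave a value. Among named regions that were not called, TMM on the gene bodies of lowest signal turned Polr2b gene body to -0.033 and Polr2g gene body to -0.016, and the fit without the block turned Tagln gene body to 0.011 and Polr2l gene body to 0.0042. Leaving out pairs or libraries moved the gene body value of Polr2k between -0.070 and 0.55, Tagln -0.13 and 0.043, Kdr -0.078 and 0.021, Prrx1 -0.0089 and 0.20, Foxc1 -0.066 and 0.36, Polr2b -0.011 and 0.081, Polr2f -0.13 and 0.0024, Polr2g -0.049 and 0.20, Polr2h -0.027 and 0.29, Polr2l -0.30 and 0.33, and Sox2 -0.17 and 0.078. The cause of these changes was not tested. At the simulated depth 44% of 1.5-fold changes were found, so smaller changes would mostly be missed.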

Other observations

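Of the tests in this part, those of the authors' filter, of enrichment strength and of the sex chromosomes were chosen only after the results were seen, and the others were fixed beforehand. The rule for named genes left out 9 called regions, which are given here after their values were seen. The gene body of Cebpa, which encodes a transcription factor of myeloid and fat cells, had a log2 fold change of 0.84 ± 0.15 (limma adjusted p = 0.0825), that of Rgs2, a regulator of G-protein signalling, 0.76 ± 0.14 (0.0883), and those of the immediate early genes Ier3 and Ier2 0.88 ± 0.16 (0.093) and 0.53 ± 0.10 (0.0934). At promoters, Rgs4, another G-protein regulator, had 0.92 ± 0.17 (0.0972), Upf3a, a factor of nonsense-mediated decay, 0.62 ± 0.11 (0.0926), Qsox2 1.35 ± 0.24 (0.0874), Tm7sf3 0.92 ± 0.17 (0.0874) and Teddm2 0.84 ± 0.15 (0.0926). All were higher in 3 of 3 pairs. Upf3a was called by only 2 of 7 other tools, scalings and values, and Ier3, Ier2 and Rgs4 by 3 of 7. On chromosome 1, the minus-strand start of Teddm2 at 153900228 lies within Glul (153899944 to 153909723, plus strand). Its promoter reads therefore cannot be assigned to Teddm2 alone.

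Of the 49 called regions 44 were higher in KO, an imbalance that was weaker at an unadjusted p under 0.05 (1667 higher, 1312 lower) and without KO replicate 2 (88 higher, 55 lower). The authors removed genes without KO signal, which could have hidden falls, and this stays open, since only genes that passed were tested and the 89.4% higher among called regions with a mean of 50 counts or more takes in 47 of the same 49 regions. Stronger enrichment in the KO immunoprecipitations should raise the regions of highest signal. The median log2 fold change of the top 5% of regions was -0.03 for promoters, -0.04 for gene bodies and 0.00430 for TES regions. Against the medians of all regions (0.03, -0.01 and -0.08) this was lower for promoters and gene bodies and higher for TES regions. Counts were scaled to the libraries themselves, which can hold such medians near 0, so this test cannot decide. The choice of scaling remains open too, since the lowest share of higher calls over 4 other scalings was 72.7%, between the bounds set beforehand. With these open, an effect of the genotype is only a hypothesis.

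Histone and immediate early gene bodies were called as groups with a preset correlation, but each had adjusted p = 0.66 with an estimated correlation, and fry called neither. Short genes tended to lie higher, but each list's median lay at percentile 100 of 10000 lists matched on length and signal, as did those of cell cycle genes and p53 targets, which argues against length alone, with the reserve that the matched genes of the histone list were longer than its members and that matched lists do not carry the correlation between its genes. More cells in S phase in the KO cultures may explain the histone genes and should raise cell cycle genes in the same pairs, although the study found fewer KO than WT cells in S phase after release of synchronised cultures. The lowest cell cycle median was -0.0105 (pair 2, bootstrap SE 0.0431), where the histone median was 0.14, which met the bound set beforehand against this explanation, a value below 0, but by less than its error, so it decides nothing. In pair 1 the medians were 1.22 for histones and 0.71 for cell cycle genes, so both rose there. In pair 3 the medians were 0.51 for histones and 0.07 for cell cycle genes.

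Y-linked signal was 234, 197 and 0.619 CPM in WT replicates 1 to 3 and 145, 125 and 124 in the KO replicates, over 4 genes. The X-linked share was 1.56%, 1.49% and 2.20% in WT and 1.71%, 1.69% and 1.69% in KO. In pair 3 the X-linked gene body median, less the autosomal median, was -0.364, which is consistent with female cells in WT replicate 3 and argues against loss of the Y chromosome from male cells, which predicts a value near 0 or near that of the other pairs, in which both libraries carry Y-linked signal (0.174 in pair 1 and 0.206 in pair 2). Those values are not 0 either, and their cause was not tested. 1 of the 49 called regions, the Tmsb4x promoter, is X-linked.

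There are 10 ways to split the 6 libraries into 3 and 3, too few for a share under 0.05. Splits with as many calls as the real split, itself included, numbered 3 for promoters (21 against 76 in the highest other split), 3 for gene bodies (25 against 274), 3 for TES regions (3 against 38), 3 for pausing (4 against 5) and 1 for gene lists (19 against 17). The splits with 76, 274 and 38 calls, 388 in all, set WT1, WT2 and KO2 against the rest or WT1, WT3 and KO3 against the rest. With the block only pair 1 is informative in them, so they are the same comparison, counted more than once among the 3. Their calls reflect a large difference between the libraries of pair 1. The other splits that part 1 pair repeat each other in the same way, among them those with 5 pausing genes. Those libraries are WT1 and KO1, so a structure of the samples and the genotype cannot be told apart there. Of the 4 splits that part all 3 pairs, the other 3 gave at most 2 promoters, 11 gene bodies, 0 TES regions, 0 pausing genes and 16 lists.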
